A study of Mus musculus with 96 samples.

How the data were processed

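Total RNA from cultured mouse osteoblasts was sequenced in 96 samples of 42 Collaborative Cross strains. Per the labels' protocols, calvarial cells of pups aged 3 to 5 days were released by enzymatic digestion, grown for 48 h, and kept in medium with ascorbic acid and beta-glycerol phosphate for 10 days. Libraries were made from 200 ng of total RNA with a stranded kit that removes cytoplasmic and mitochondrial ribosomal RNA and keeps RNAs above 200 nt, with or without a poly(A) tail. The labels give the strain of every sample and no sex, litter or batch. They carry a number in each sample title whose meaning is not given in the sources used here. The labels do not say whether samples of a strain came from separate animals or separate cultures, so p-values measure the spread between these samples, which may in part be technical.

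The values were deposited by the authors as TPM, a length-corrected relative abundance: each of the 96 columns of the table sums to 1000000, although the table is named for counts. The submitters' processing notes name the mouse build mm9 and Bowtie, with no version. The tool that divided reads among transcripts is not given in the sources used here. The table holds 94546 lines, of which 1 names no transcript and is 0 in every sample. Of the other 94545 transcripts, 91225 matched the reference annotation (GRCm38) by identifier and were summed into 37945 genes, and 3320 did not match. Matched transcripts held a median of 98.2% of the TPM of a sample (lowest 97.4%). Because the 2 builds differ, no coordinates are given.

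Library depth is not recorded in TPM. It was estimated by finding, for each library, the total at which transcripts with few reads came out closest to whole reads, with effective length taken as length less 70 nt. With a tolerance of 0.1 read, a median of 78.3% of such values were near whole (range 75.7% to 81.2%), where 20% would be near whole by chance. The estimate was 21 to 39.8 Mreads per library (median 27.8), apart from a CC075 library at 83.3, with 1 Mread standing for 1000000 reads. It was used as a covariate in alternatives and not to rebuild counts.

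The CC030 sample that was sequenced 2 times as a technical control entered as the mean of both runs, which gave 95 independent libraries. Of the 42 strains, 31 had 2 libraries, 2 had 3, 6 had 4, and 3 (CC011, CC024 and CC035) had 1. Comparisons between strains used the 39 strains with 2 or more libraries (92 libraries), and relations across strains used 1 mean for each of the 42 strains. TPM values were divided by a scaling factor per library, a trimmed mean of log ratios over genes with a mean of at least 1 TPM (30% trimmed by ratio and 5% by level). Levels are given as scaled TPM, and factors ran from 0.772 to 1.35. Genes with at least 0.5 TPM in 2 or more libraries were tested, on log2(scaled TPM + 0.5). Fold changes are on that scale, which understates changes of genes with low values.

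The count-based tests planned before the data were examined need counts, so they were replaced by limma (moderated F and t statistics with a trend of variance on level). All genes were tested for a strain effect with residual df 53. Each strain was also compared with the unweighted mean of the other strains, with Benjamini-Hochberg adjustment over all strains and genes together. The share of variance between strains was the intraclass correlation of a 1-way random effects model. A false discovery rate of 0.05 was used throughout. Where strains with title numbers 20 or more apart were analysed alone, each entered with its lowest- and highest-numbered library. Distance between libraries was 1 minus Pearson's r over the tested genes, with 100000 permutations of the strain labels, two-sided, for which the smallest possible p is 1e-05.

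Before the data were examined, 26 gene lists were fixed: osteoblast and mineralization, osteocyte, collagen matrix, osteogenesis imperfecta genes, the genes the study named (Cadm1, B4galnt3, Dock9 and Adgrd1), suture and tendon mesenchyme, chondrocyte, adipocyte, osteoclast, macrophage, endothelial, skeletal muscle, smooth muscle and pericyte, neural and glial, epidermal, erythroid, proliferation, Wnt, BMP and TGF-beta, interferon response, MHC and antigen presentation, immediate early and stress, ER secretory, hypoxia and glycolysis, genes with known founder variants, and sex-linked genes. A list score is the mean z-score of the measured members. Scores were tested for a strain effect by permutation of the strain labels (100000 draws). Lists were compared with all other genes by limma's camera with a preset correlation of 0.01, and again with a correlation estimated from the data. Genes were related across strains to the osteoblast score by limma, with a member left out of its own score. The other 25 list scores were correlated with it by Pearson's r and Spearman's rho, with 100000 permutations and Benjamini-Hochberg adjustment over 25 relations, without the 2 strains farthest from the median score, and within strains.

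Genes named in the text were set by a rule fixed at the same time. It takes the 12 genes with the smallest p and the 12 with the largest range between strains, the 12 largest differences of a strain from the rest with every library on the same side (at most 2 per strain), the 10 most positive and 10 most negative relations with the osteoblast score outside the lists, up to 4 members of each list by p and by correlation, and the study-named and founder-variant genes. Gene models without a symbol of their own and pseudogenes were counted and not named by this rule. Results that need items withheld for evaluation are not reported here. Transcripts of named genes and of the 100 genes with the smallest p were compared with all annotated transcripts by BLAST, and a gene with at least 95% identity over at least 50% of a transcript was called a near-identical copy.

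Alternatives covered scaling (median of ratios, deposited TPM, protein-coding total), filters, pseudocounts of 0.1 and 2, covariates, subsets of strains, each library left out in turn, and other measures of distance. The planned prior counts became these pseudocounts, and a planned likelihood ratio test and a planned limma-voom fit were not run, since they need counts. Steps were tested on simulated data over 15670 genes with 200 changed. The comparison of a strain with the rest recovered 92% of changes of log2 1 with 4 libraries and 78% with 2 libraries. The strain test recovered 94% of genes with an intraclass correlation of 0.6 and 18% with 0.3, and the osteoblast-score step 94% of slopes of 0.25 log2 per SD. Unchanged genes were called in 0.001%, 0.026% and 0.091% of cases, respectively. Far more genes than 200 passed in the data, 12797 of 15670 in the strain test, and the adjusted threshold depends on that number. The lower quartile of the intraclass correlation was 0.284 there, so many genes near 0.3 passed. The simulated rates therefore do not carry over to the data. Versions were R 4.3.3, limma 3.58.1, the data.table package (1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and BLAST 2.17.0.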

Results

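Total RNA was sequenced from mineralizing osteoblast cultures of 42 Collaborative Cross strains. The Collaborative Cross is a panel of recombinant inbred mouse strains that mixes the genomes of several founder strains, and the cells came from the skull caps of newborn pups. The question was which transcripts vary between strains and vary together in bone cells. Bone matrix transcripts were abundant in every strain: over the 42 strain means, Col1a2 had a median of 7054 scaled TPM (3951 to 10614), Sparc 3826 (2370 to 5174) and Alpl, the alkaline phosphatase of mineralizing cells, 178 (44.7 to 315). Structural RNAs took a median of 63.4% of the TPM of a library (55.3% to 69.4%), and 7SL RNA, the RNA of the signal recognition particle and one of these, by itself took 46.3% of the TPM (38.1% to 52.8%). Protein-coding genes held 32.8% (27.1% to 40.3%) and mitochondrial mRNAs 1.26% (0.842% to 2.18%). Between 10783 and 12334 genes reached 1 TPM per library. The 95 independent libraries had an estimated depth of 21 to 39.8 Mreads (1 Mread is 1000000 reads), apart from a CC075 library at 83.3.

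Cultures of a strain resembled each other more than cultures of different strains. The distance (1 minus Pearson's r over 15670 genes) was 0.0221 ± 0.0102 (SD, 73 pairs) within strains and 0.0471 ± 0.0126 (4392 pairs) between strains, a difference of -0.0251 (permutation p 1e-05, the smallest possible). The nearest library was of the same strain for 83 of 92 libraries. The exceptions were both libraries of CC016, CC023, CC028 and CC051 and replicate 2 of CC059. For CC023, CC028 and replicates 2 of CC051 and CC059 the nearest library had a title number less than 20 away. CC028 replicate 1 was nearest to CC023 replicate 1, and CC023 replicate 1 to CC008 replicate 2. Replicates 2 of CC028 and CC023 were nearest to each other, as were those of CC051 and CC059. In these libraries a shared batch may outweigh the strain. For both CC016 libraries and CC051 replicate 1 the nearest had a number 20 or more away. The CC030 sample that was sequenced 2 times differed between its runs by 0.0156 (r = 0.984), and 26 of the 73 same-strain pairs lay closer than that. The runs were 0.0339 and 0.0282 from the other CC030 library. Sample titles carry numbers of unstated meaning, and strains whose numbers lay within 5 of each other had closer libraries (0.0143 ± 0.0028, 19 strains) than strains with numbers 20 or more apart (0.0268 ± 0.0131, 20 strains; difference -0.0125, permutation p 1e-05). Strains with distant numbers entered these analyses with their lowest- and highest-numbered library only. The difference between same-strain and different-strain pairs was -0.0233 in the strains with distant numbers and -0.0296 in those with close numbers (permutation p 1e-05 for both).

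**Figure D1:**
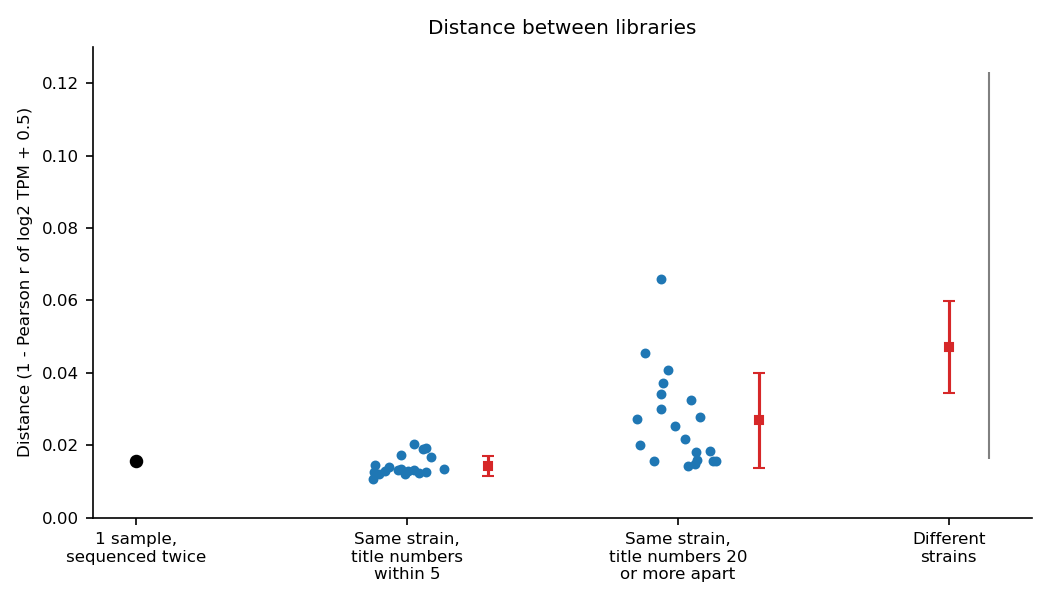
Distance between libraries (1 minus Pearson's r of log2 scaled TPM + 0.5, no unit): the black point is the sample sequenced 2 times, each blue point 1 strain (the mean over its pairs in 19 strains with title numbers within 5, and the pair with the lowest and highest number in 20 strains with numbers 20 or more apart), red squares with bars the mean ± SD, and the grey line the range over different-strain pairs (0.0162 to 0.123). Strains with close numbers average 0.0143, those with distant numbers 0.0268 and different strains 0.0471.

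Bone genes were among the 12 genes with the largest range between strains. Bglap2, which encodes osteocalcin, stood at 2174 ± 560 scaled TPM (SD, n = 3) in CC075 and 0.712 ± 0.0736 (n = 2) in CC071 (limma adjusted p 4.38e-18). Sost, which encodes the Wnt antagonist sclerostin made by osteocytes, stood at 104 ± 28.9 (n = 2) in CC019 and 0.0357 ± 0.0252 (n = 2) in CC071 (adjusted p 8.8e-11). Genes of myeloid cells were in the same group: F13a1, the A subunit of coagulation factor XIII, was at 287 ± 5.54 in CC030 and 0.444 ± 0.161 in CC037 (n = 2 each, adjusted p 1.55e-14). In all, 12797 of 15670 genes (81.7%) passed the strain test. The median range between the highest and lowest strain mean of those genes was 2.04-fold. The median share of variance between strains (intraclass correlation) was 0.473 (interquartile range 0.284 to 0.641), and it exceeded 0.5 in 7219 genes (46.1%). It was 0.355 in strains with distant title numbers and 0.700 in those with close ones, where 6461 and 13258 genes passed. Without the filter on low values the median share was 0.284.

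Among the 12 genes with the smallest p, several were at or near 0 in some strains. Ifi202b, an interferon-inducible gene, was at 93.7 ± 10.2 scaled TPM in CC032 and 0.0075 ± 0.0106 in CC044 (n = 2 each, adjusted p 6.15e-43), with 9 libraries listed at 0. Ms4a8a, which encodes a membrane-spanning protein, was at 18.5 ± 0.262 (n = 2) in CC071 and listed at 0 in 71 libraries (adjusted p 1.28e-42). Cyp4f16, a cytochrome P450 gene, was at 5.64 ± 1.06 (n = 2) in CC037 and near 0 in CC012. Of the zinc finger genes, Zfp979 was at 17.7 ± 1.5 (n = 2) in CC007 and near 0 in CC040, and Zfp990 at 7.09 ± 0.253 (n = 2) in CC057 and 0.0084 ± 0.0075 (n = 3) in CC059. Zfp990 is uncertain, since it ran against its near-identical copy Zfp982 (r = -0.80) and the family ranged over log2 2.25.

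Others of these 12 are uncertain because they ran against another transcript across strains. The ribosomal protein genes Rps25 (1111 ± 78.4 in CC025, n = 4; 6.47 ± 0.839 in CC055, n = 2), Rpl34 (1422 ± 54.2 in CC039; 22.8 ± 3.68 in CC030, n = 2 each), Rps6 (1177 ± 97.4 in CC013; 7.15 ± 1.91 in CC030, n = 2 each) and Rpl19 (1494 ± 73.6 in CC025, n = 4; 62.8 ± 28.2 in CC030, n = 2) ran against a transcript with an unmatched identifier across strains, with r of -0.97, -0.97, -0.97 and -0.98. Summed with that transcript, their range shrank to log2 1.64, 1.17, 1.26 and 1.12. Atp5g2, a subunit of ATP synthase at 137 ± 4.14 (n = 2) in CC007 and near 0 in CC023, did so too (r = -0.90, summed range log2 0.75). Rps2 (1947 ± 145 in CC025, n = 4; 26.7 ± 9.94 in CC030, n = 2) ran against its copy Gm6139 (r = -0.98, summed range log2 1.27), and Tpm3-rs7 (38.1 ± 1.97 in CC043; 0.0658 ± 0.0608 in CC016, n = 2 each) against Tpm3 (r = -0.85, 1.09). Of the 100 genes with the smallest p, 80 had a near-identical copy, and 30 were pseudogenes.

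Other genes of large range were of several kinds. Lyz1, a lysozyme gene, was at 245 ± 105 (n = 2) in CC030 and near 0 in CC005, sharing sequence with Lyz2 (r = 0.78), and Wfdc17 was at 149 ± 116 (n = 2) in CC030 and listed at 0 in CC044. Ifi27l2a, induced by interferon, was at 215 ± 123 (n = 4) in CC038 and listed at 0 in CC065. Bglap3, a near-identical copy of Bglap2, was at 285 ± 175 (n = 4) in CC004 and 0.282 ± 0.09 (n = 2) in CC030, and both are uncertain, because their reads are shared among osteocalcin copies whose sum ranged over log2 5.84. Rps12 (2540 ± 515 in CC028, n = 2; 3.78 ± 1.8 in CC008, n = 4) and Rnu3b2, a U3 small nucleolar RNA (2874 ± 490 in CC010, n = 2; 5.63 ± 4.44 in CC038, n = 4), share sequence with copies, and their families ranged over log2 1.64 and 1.49. The small nucleolar RNA Snord49b (308 ± 107 in CC023, listed at 0 in both CC030 libraries, adjusted p 0.0291) and the mitochondrial tRNA mt-Tp (108 ± 60.1 in CC019, listed at 0 in CC001, adjusted p 0.0352; n = 2 each) passed narrowly. Without the filter on low values both lost the call (adjusted p 0.0583 and 0.0694) at unchanged ranges of log2 9.22 and 7.64.

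Genes of bone formation differed between strains as groups. Here and below, the highest and lowest strain of a score or gene are those among the 39 strains with 2 or more libraries. For genes they were chosen by mean log2(scaled TPM + 0.5), so another strain can have a more extreme mean TPM. Of all genes tested 81.7% passed the strain test, so counts of members that passed do not by themselves set a list apart. The median intraclass correlation was 0.514 over the osteoblast and mineralization genes and 0.473 over all genes. Among 10000 random gene lists the osteoblast median stood at percentile 50.1, so it does not set the list apart either. All 15 measured osteoblast and mineralization genes passed the strain test (15 when adjusted over the list alone), and the list score ran from 0.97 ± 0.04 in CC061 to -2.33 ± 1.19 in CC030 (n = 2 each, permutation, adjusted p 0.000168). In the 20 strains with distant title numbers alone the call was lost (adjusted p 0.0802), with a range of 3.25 between strains against 3.30 over the 39 and an intraclass correlation of 0.337 against 0.546. Phospho1, a phosphatase that starts mineral formation and shares sequence with Zfp652, was at 85.9 ± 19.6 (n = 3) in CC075 and 3.56 ± 0.407 (n = 2) in CC071. Phex, an endopeptidase of bone cells, was at 83.2 ± 14.3 in CC012 and 2.44 ± 0.423 in CC071, and Sp7, the transcription factor osterix, at 56.9 ± 0.563 in CC019 and 7.69 ± 2.26 in CC030 (n = 2 each). CC030 was lower than the other strains in 15 of 15 members and CC071 in 14 of 15 (camera adjusted p 1.07e-07 and 8.71e-11; adjusted p 0.746 and 0.634 with an estimated correlation). In the same strains all 14 macrophage genes were higher than in the others. The CC051 libraries differed from each other, with scores of -3.33 and 0.70.

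All 7 osteocyte genes passed (7 when adjusted over the list alone), from a score of 0.86 ± 0.37 in CC012 to -1.29 ± 0.12 in CC071 (n = 2 each). Mepe, a matrix protein of osteocytes, was at 46 ± 33.9 (n = 4) in CC004 and 0.814 ± 0.0995 (n = 2) in CC071, and Ptprz1, a receptor phosphatase, at 68.9 ± 6.15 in CC012 and 1.86 ± 0.353 in CC071 (n = 2 each). The osteogenesis imperfecta list had 16 of 16 measured members past the test (16 when adjusted over the list alone), from 0.78 ± 0.40 in CC012 to -1.30 ± 0.57 in CC030 (n = 2 each). The collagen matrix list had 19 of 21 (19 when adjusted over the list alone), with CC038 at 1.08 ± 0.16 (n = 4) and CC013 at -0.69 ± 0.11 (n = 2). In the strains with distant numbers the osteocyte and osteogenesis imperfecta scores lost the call (permutation, adjusted p 0.0516 and 0.0737) and the collagen score passed narrowly (0.0482). Its members differed in where they were highest: the small proteoglycans Lum (1170 ± 111) and Dcn (886 ± 73.4, n = 2 each) were at their highest in CC030, and Col12a1 in CC038 (601 ± 35, n = 4). CC038 was higher than the rest in 13 of 21 members (camera adjusted p 2.39e-05; adjusted p 0.506 with an estimated correlation).

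The genes the study named all passed (4 of 4, and 4 when adjusted over the list alone). The study chose them on these samples, so this count is not independent evidence. Cadm1, a cell adhesion molecule, was at 171 ± 1.81 scaled TPM in CC019, and at 1.44 and 71.3 in the CC051 libraries. B4galnt3, a glycosyltransferase, was at 20.4 ± 3.46 in CC012 and 1.19 ± 1.14 in CC030, Dock9, a guanine nucleotide exchange factor, at 12.7 ± 5 in CC012 and 3.23 ± 0.167 in CC043, and Adgrd1, an adhesion G protein-coupled receptor, at 9.79 ± 3.91 in CC016 and 1.82 ± 0.319 in CC071 (n = 2 each). Their score ran from 1.46 ± 0.63 in CC012 to -1.99 ± 0.04 in CC071. In the strains with distant title numbers Cadm1 and Dock9 lost the call (adjusted p 0.09 and 0.0761), with ranges of log2 3.38 and 1.66 there against 3.86 and 1.77 over the 39 strains.

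Other skeletal lists also varied. All 11 suture and tendon genes and all 18 chondrocyte genes passed (11 and 18 when adjusted over the list alone). Tnmd, the tendon membrane protein tenomodulin, was at 360 ± 104 (n = 4) in CC038 and 32.5 ± 0.0691 (n = 2) in CC005, and the suture and tendon score was highest in CC038 (0.62 ± 0.29, n = 4) and lowest in CC041 (-0.53 ± 0.46, n = 4). Col9a1, a cartilage collagen, was at 23 ± 4.99 (n = 4) in CC015 and 0.899 ± 0.0093 (n = 2) in CC023, and the chondrocyte score was highest in CC002 (0.85 ± 0.28) and lowest in CC051 (-0.75 ± 1.21, n = 2 each). The lowest place of CC051 rests on replicate 1, since replicates 1 and 2 had chondrocyte scores of -1.60 and 0.11. Of the signalling lists, all 17 Wnt genes and 14 of 15 BMP and TGF-beta genes passed (17 and 14 when adjusted over the list alone). Wif1, a secreted Wnt inhibitor, was at 62.9 ± 23 in CC012 and 5.33 ± 5.53 in CC030, and Bmp3 at 32.1 ± 0.988 in CC037 and 3.18 ± 2.99 in CC030 (n = 2 each). The Wnt score was highest in CC038 (0.53 ± 0.06, n = 4) and lowest in CC040 (-0.48 ± 0.05, n = 2). The BMP and TGF-beta score was highest in CC061 (0.78 ± 0.21) and lowest in CC071 (-0.93 ± 0.13, n = 2 each; permutation, adjusted p 0.00654).

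Macrophage genes differed widely between strains, and the intraclass correlation of their score was 0.851, beside 0.546 for the osteoblast score. All 14 passed (14 when adjusted over the list alone). Csf1r, the receptor that macrophages need to survive, was at 74.7 ± 41.9 in CC030 and 0.848 ± 0.275 in CC002, and Itgam, an integrin of myeloid cells, at 22.1 ± 2 in CC055 and 0.358 ± 0.196 in CC005 (n = 2 each). The score was 1.98 ± 0.23 (n = 2) in CC030 and -1.59 ± 0.35 (n = 4) in CC041. CC030, CC055, CC007 and CC071 were higher than the rest in all 14 members (camera adjusted p 3.38e-12, 1.44e-13, 1.25e-12 and 4.36e-12; adjusted p 0.634 for each with an estimated correlation) and CC041 was lower in all 14 (7.03e-20; adjusted p 0.335). Osteoclast genes passed in 8 of 8 (8 when adjusted over the list alone), with the score at 1.15 ± 0.32 in CC030 and -0.80 ± 0.20 in CC013 (n = 2 each). Ctsk, the osteoclast protease cathepsin K, was instead at 376 ± 11.1 (n = 4) in CC038 and 74 ± 5.7 (n = 3) in CC075.

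Markers of further cell types also differed between strains. Smooth muscle and pericyte genes passed in 9 of 9 (9 when adjusted over the list alone), with Cnn1, an actin-binding protein, at 23.3 ± 1.38 in CC045 and 2.04 ± 1.2 in CC044 (n = 2 each). Their score was 1.64 ± 0.63 (n = 4) in CC015 and -1.80 ± 0.56 (n = 2) in CC044. Skeletal muscle genes passed in 6 of 7, with CC015 highest (1.05 ± 0.21, n = 4) and CC001 lowest (-0.63 ± 0.29, n = 2). Endothelial genes passed in 4 of 6, with CC006 highest (1.00 ± 0.36, n = 2), and neural and glial genes in 4 of 6, with CC012 highest (0.75 ± 0.96, n = 2). The CC012 libraries had neural and glial scores of 0.07 and 1.43, and on deposited TPM CC012 ranked 6 for this list. Epidermal genes passed in 3 of 3, with CC012 highest (1.56 ± 0.14, n = 2) and CC038 lowest (-1.05 ± 0.26, n = 4). The counts adjusted over the list alone were 6, 4, 4 and 3. Skeletal muscle, endothelial and epidermal genes lay near the floor, with median levels of 0.482, 0.337 and 0.345 TPM, under the pseudocount of 0.5. Adipocyte genes passed in 7 of 11 (7 when adjusted over the list alone), and Cd36, a fatty acid transporter, was at 33.9 ± 26.5 in CC030 and 0.428 ± 0.176 in CC005 (n = 2 each), but the adipocyte score missed the threshold (permutation, adjusted p 0.057). So did the erythroid score (1 of 2 genes, 1 when adjusted over the list alone; adjusted p 0.162).

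Interferon, antigen presentation and immediate early genes differed between strains. All 17 interferon response genes passed (17 when adjusted over the list alone), and Mx2, an antiviral GTPase, was at 76.9 ± 19.8 (n = 2) in CC039 and near 0 in CC005. CC006 was higher than the rest in 16 of 17, CC039 in 14, and CC043 was lower in 14 (camera adjusted p 3.66e-13, 4.36e-12 and 7.79e-06; adjusted p 0.634, 0.637 and 0.936 with an estimated correlation). All 13 antigen presentation genes passed (13 when adjusted over the list alone), with H2-K1, a class I gene that shares sequence with H2-D1, at 125.4 ± 5.23 in CC055 and 16.3 ± 1.48 in CC005, and the score at 1.10 ± 0.08 in CC030 and -1.05 ± 0.03 in CC005 (n = 2 each). The macrophage score was also high in CC030 (1.98), CC055 (1.53) and CC006 (1.03) and low in CC005 (-1.46). It was only 0.28 in CC039 and -0.48 in CC043. CC071 had a macrophage score of 1.55 with an interferon score of -0.34. CC007 had a macrophage score of 1.39 with an antigen presentation score of -0.11. All 13 immediate early and stress genes passed (13 when adjusted over the list alone). The transcription factor genes Fos and Junb were at 49.8 ± 4.46 and 77.7 ± 12.7 in CC045, against 2.98 ± 0.382 for Fos in CC053 and 10.9 ± 6.49 for Junb in CC002 (n = 2 each). CC045 was higher than the rest in 7 of 13 (camera adjusted p 4.36e-12; adjusted p 0.00557 with an estimated correlation).

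Secretory, metabolic and dividing-cell genes gave mixed results. All 12 ER secretory genes passed (12 when adjusted over the list alone), with the score at 1.64 ± 0.53 in CC074 and -1.49 ± 0.07 in CC030 (n = 2 each). The proliferation score (9 of 15 genes, 7 when adjusted over the list alone; permutation, adjusted p 0.0971) and the hypoxia and glycolysis score (6 of 13, 5 when adjusted over the list alone; permutation, adjusted p 0.304) missed the threshold. Pgk1, a glycolytic enzyme, ranged over log2 2.92 from CC041 down to CC002, but ran against its copy Pgk1-rs7 (r = -0.86, summed range log2 1.13). Of the 6 genes with known founder variants, 5 were measured and passed (5 when adjusted over the list alone). Glo1, a glyoxalase, was at 113 ± 0.927 in CC065 and 27.8 ± 0.359 in CC032, and Nnt, a mitochondrial transhydrogenase, at 20.3 ± 0.114 in CC074 and 5.41 ± 0.969 in CC051. Wdfy1 was at 19.9 ± 5.19 in CC051 and 5.1 ± 0.926 in CC002, Entpd4 at 30.2 ± 3.62 in CC065 and 10.6 ± 1.26 in CC030, and Mx1, which shares sequence with Mx2, at 18.9 ± 2.7 in CC039 and 0.0094 ± 0.0133 in CC043 (n = 2 each). CC065 was higher than the rest in 4 of 5 (camera adjusted p 2.35e-07; adjusted p 0.000345 with an estimated correlation). The genes of this list were chosen for known variants between founders and had a median intraclass correlation of 0.884. The call is therefore by itself no evidence that they change together. The 5 sex-linked genes passed (5 when adjusted over the list alone; score, permutation, adjusted p 0.046). This score took either a high or a low level in nearly all libraries. With few libraries per strain, libraries on the same level can look like a strain effect. The labels give no sex, and no covariate for it was used.

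In all, 22 of the 26 list scores differed between strains, 11 of them in the strains with distant title numbers alone. The sex-linked score is counted among the 22 with the limit given above. Those 11 were the collagen matrix, osteoclast, macrophage, endothelial, skeletal muscle, smooth muscle, Wnt, interferon, antigen presentation, immediate early and founder-variant scores. The call was lost there for the osteoblast, osteocyte and osteogenesis imperfecta scores, as given above, and for the study-named (permutation, adjusted p 0.0516), suture and tendon (0.0785), chondrocyte (0.118), neural (0.0802), epidermal (0.0737), BMP and TGF-beta (0.414), ER secretory (0.169) and sex-linked scores (0.616). For the 11 scores that lost the call the range between strains was 1.26 to 3.34 there against 1.15 to 3.45 over the 39 strains, and the intraclass correlation was lower in each, at -0.0384 to 0.437 against 0.222 to 0.634. Over the 39 strains, where no other value is given, the adjusted permutation p of a score lay between 1.73e-05, from the smallest possible p of 1e-05, and 0.000975. Of 975 comparisons of a list in a strain with all other genes, 93 passed upward and 80 downward with the preset correlation, and 2 with the estimated correlation, those of CC045 and CC065 given above. The highest and lowest strain of each list kept the sign of their scores under the other scalings (78 of 78 list and scaling pairs), but not always their rank: on deposited TPM 17 of 26 lists had the same highest strain and 14 the same lowest, and a strain named here ranked as far down as 6. Some scores also changed in size on deposited TPM. In CC030 the ER secretory score went from -1.49 to -0.80 and the osteogenesis imperfecta score from -1.30 to -0.725. The BMP and TGF-beta score of CC071 went from -0.93 to -0.51. Others grew, such as the osteoclast score of CC030, from 1.15 to 1.55.

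**Figure D2:**
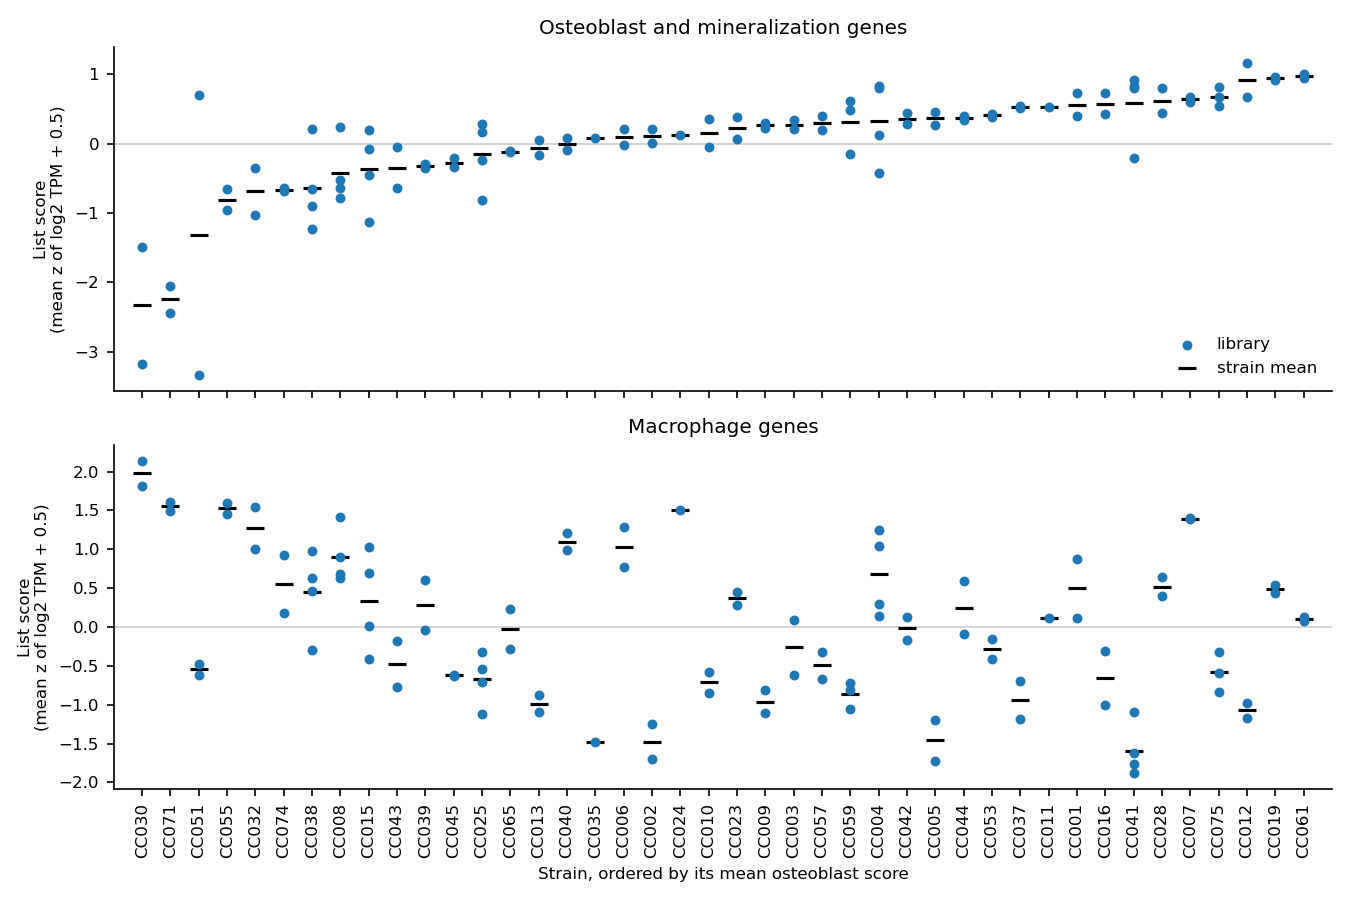
List scores (mean z-score of log2 scaled TPM + 0.5, no unit) of the osteoblast and macrophage genes in 42 strains, ordered by mean osteoblast score; each point is a library and each bar the strain mean. CC030 and CC071 sit lowest for osteoblast genes, at -2.33 and -2.24, and highest for macrophage genes, at 1.98 and 1.55, and the CC051 libraries lie apart, at -3.33 and 0.70.

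Each strain was then set against the mean of the others to see which genes mark it. Bglap2 was lower in CC071, at 0.712 ± 0.0736 scaled TPM (SD, n = 2) against a mean of 817 in other strains (log2 change -8.80 ± 0.62, SE, limma adjusted p 2.02e-17). In CC004 its copy Bglap3 was higher by log2 6.25 ± 0.29 (SE), at 285 against 4.08 (n = 4, adjusted p 2.94e-25). In CC030 Lyz1 was higher by log2 6.25 ± 0.45 (245 against 10.3, n = 2, adjusted p 3.36e-17). C1s1, a protease of the complement system, was at 0.0378 ± 0.0534 in CC013 against 37.0 (log2 change -5.96 ± 0.39, n = 2, adjusted p 1.55e-18). Ptgds, a prostaglandin synthase, was higher in CC006 by log2 5.51 ± 0.70 (99.2 against 2.24, n = 2, adjusted p 1.4e-08).

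Srp54c was lower in CC075 (log2 change -5.17 ± 0.11, 0.301 against 28.4, n = 3, adjusted p 9.61e-43), and the U1 RNA genes Rnu1b1 and Rnu1b2, which hold identical values, were lower in CC045 (log2 change -5.32 ± 0.30, n = 2, adjusted p 2.55e-21). Both are uncertain, as near-identical copies are expressed. The families ranged over only log2 1.63 and 0.81 between strains, but adding expressed copies narrows the range with or without exchange of reads. For Srp54c the variance of the family sum over strains was 1.36 times the summed variances, where exchange would lower it. Of the small nucleolar RNAs, Snord49b was listed at 0 in both CC030 libraries (adjusted p 0.00492), Snord110 was higher in CC037 by log2 5.17 ± 1.67 (adjusted p 0.0262) and Snord66 in CC032 by 4.90 ± 1.63 (adjusted p 0.0323, n = 2 each). With either library of the strain left out these calls were lost, although the changes stayed about as large: log2 -6.62 both times for Snord49b (adjusted p 0.06 and 0.0593), 5.20 and 5.13 for Snord110 (0.143 and 0.149) and 5.04 and 4.76 for Snord66 (0.148 and 0.176). The lone library left is assumed to vary like the other strains. The size of these 3 changes is uncertain too, since the kit keeps RNAs above 200 nt and its measure of such small RNAs was not tested.

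In all, 90965 of 611130 strain and gene tests passed, 47400 higher and 43565 lower, and 15750 (17.3%) were at least 2-fold. The count of changes of at least 2-fold moved with the pseudocount, to 28547 at 0.1 and 7421 at 2. CC030 had 4755 genes (2527 higher, 2228 lower, 1208 at least 2-fold), CC038 4732, CC043 4619 and CC008 3861, down to 1204 in CC042, 1194 in CC065 and 1144 in CC001. CC038 and CC008 had 4 libraries and the others named 2, and more libraries give more power. In 19 of the 39 strains all title numbers lay within 5, so a batch tied to them cannot be told apart from the strain. Of the strains counted here, CC043, CC042 and CC065 are among these. So are CC071, CC013, CC075, CC045, CC037 and CC032, whose single genes are given above. Both CC043 libraries had low hypoxia scores (-1.37 and -1.21), as had libraries of other strains with neighbouring numbers. The counts were not repeated with distant numbers alone.

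**Figure D3:**
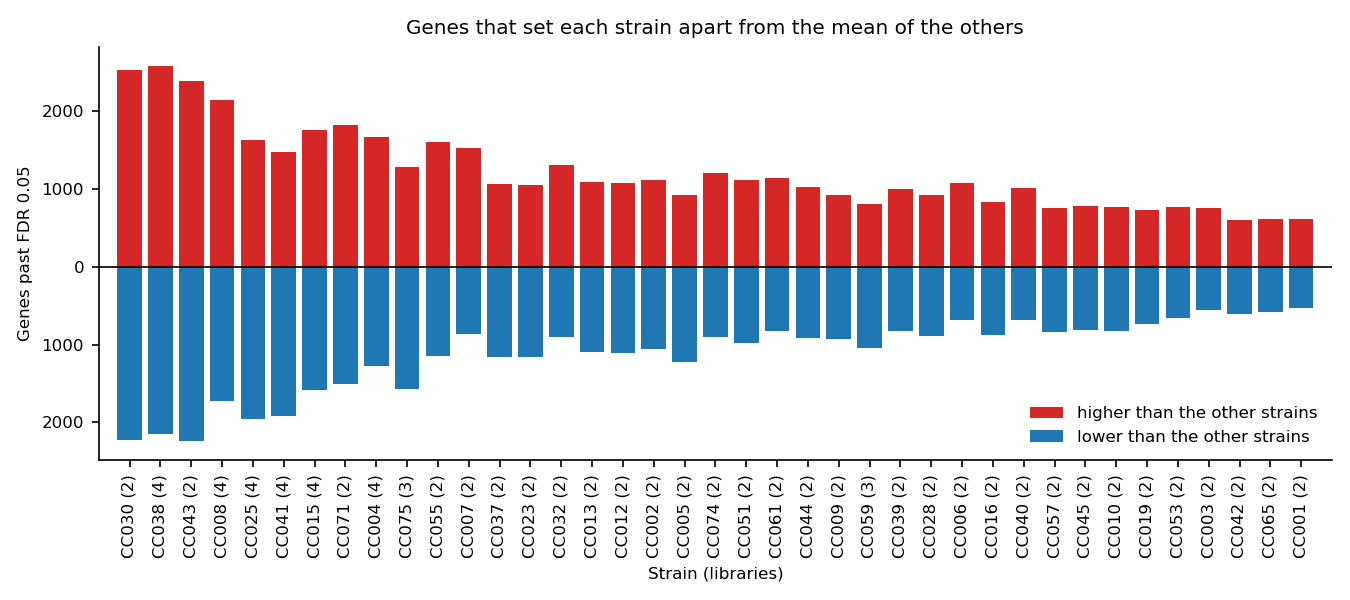
Number of genes past the false discovery rate of 0.05 (limma) in each of 39 strains against the mean of the others, with genes higher drawn upward (red) and genes lower drawn downward (blue), and the number of libraries in brackets. CC030 has 2527 higher and 2228 lower genes, and CC001 615 and 529.

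Relations across strains were asked of the osteoblast score, with 1 mean per strain. Spns2, a sphingosine-1-phosphate transporter, followed it most closely, at 0.75 ± 0.04 log2 per SD of the score (SE, r = 0.95, rho = 0.92, limma adjusted p 8.84e-19, n = 42 strains). Mef2c, a transcription factor that acts on the Sost enhancer in osteocytes, had r = 0.94 (0.63 ± 0.03), Slc8a3, a sodium-calcium exchanger, 0.93 (0.71 ± 0.04), and Bambi, a decoy receptor of the TGF-beta family, 0.93 (0.49 ± 0.03). Pcsk6 (0.93), Itga10 (0.92), Plcd1 (0.92), Col13a1 (0.92), Rapgef4 (0.92) and Rerg (0.91) followed. In the other direction stood Axl, a receptor tyrosine kinase (r = -0.82, -0.33 ± 0.04, adjusted p 2.44e-09), Dse, which modifies dermatan sulfate (-0.82), S1pr2, a sphingosine-1-phosphate receptor (-0.82), Vps37b (-0.80), Adgrl2 (-0.80), Ifitm2 (-0.80), Serpina3g (-0.79, rho = -0.48), Stx12 (-0.79), Akr1b8 (-0.79) and Ggta1 (-0.78).

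In all, 4258 genes passed, 1995 rising and 2263 falling with the score. The share rising was 46.9%, against 36.5% of 2796 genes on deposited TPM and 34.3% of 3838 genes with scaling to the protein-coding total. Without CC030 the count was 2729, and without CC030 and CC071 1917, of which 1715 were among the 4258. Within strains, with strain as a fixed effect, 3945 genes passed, 2474 of them shared. The CC051 libraries alone held 49.6% of the sum of squares of the score within strains, and without them 3817 genes passed, 2222 of them shared. With the collagen matrix score in place of the osteoblast score 409 passed, 86 of them shared.

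Of the osteoblast genes themselves, 14 of 15 rose with the score of the other members (14 when adjusted over the list alone), among them Phospho1 (r = 0.93), the parathyroid hormone receptor Pth1r (0.91) and Alpl (0.91). In the osteocyte list 4 rose and 1 fell (6 changed when adjusted over the list alone), with Ptprz1 (0.92), the Wnt antagonist Dkk1 (0.90), Sost (0.82) and Mepe (0.71). Of the 16 osteogenesis imperfecta genes 11 rose and the others did not pass (11 when adjusted over the list alone), with Ifitm5 (0.84) and Creb3l1 (0.68). The 4 study-named genes rose (4 when adjusted over the list alone, not independent evidence), with r of 0.91 for B4galnt3, 0.82 for Cadm1, 0.69 for Adgrd1 and 0.59 for Dock9. The collagen list split, with 6 rising and 8 falling (16 when adjusted over the list alone): Sparc (0.67) and Col1a2 (0.62) rose, and Col3a1 (-0.66) and Dcn (-0.63) fell. BMP and TGF-beta genes rose in 9 and fell in 2 (11 when adjusted over the list alone), with Bmp3 (0.82) and the BMP antagonist Nog (0.82). Wnt genes rose in 5 and fell in 3 (9 when adjusted over the list alone), Ctnnb1, which encodes beta-catenin, at 0.84 and Sfrp1 at -0.66. Chondrocyte genes rose in 5 and fell in 2 (9 when adjusted over the list alone), Col11a2 and Ihh both at 0.84.

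Macrophage genes fell in all 14 (14 when adjusted over the list alone), such as Adgre1 (r = -0.49), Lyz2 (-0.48), Itgam (-0.47) and C1qb (-0.44). Suture and tendon genes rose in 1 and fell in 4 (5 when adjusted over the list alone), with the transcription factor genes Gli1 at 0.83 and Mkx at -0.60. Smooth muscle and pericyte genes rose in 1 and fell in 4, antigen presentation genes fell in 4, and immediate early genes fell in 4, with Jun at -0.70 (5, 4 and 5 when adjusted over the list alone). Interferon genes fell in 2 and by the list alone in 0. Adipocyte, osteoclast and skeletal muscle genes fell in 2 each, and endothelial, neural and hypoxia genes in 1 each. Epidermal genes rose in 2, and ER secretory and founder-variant genes in 1 each, Sec61b (0.66) and Entpd4 (0.54, lost within strains at adjusted p 0.106). The counts of these lists did not move when adjusted over the list alone, and no proliferation, erythroid or sex-linked gene passed either way. By camera, the osteocyte, study-named and BMP lists rose with the score beyond other genes (adjusted p 5.13e-05, 1.37e-06 and 0.00025; adjusted p 0.00477, 0.00353 and 0.00477 with an estimated correlation). The osteogenesis imperfecta and macrophage lists passed with the preset correlation only (adjusted p 0.00025 and 5.13e-05; adjusted p 0.0859 and 0.631 with an estimated correlation).

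Of 25 list scores, 8 correlated with the osteoblast score over 42 strains. The study-named genes (r = 0.87, rho = 0.87), osteocyte genes (r = 0.83, rho = 0.76), BMP and TGF-beta genes (r = 0.80, rho = 0.75) and osteogenesis imperfecta genes (r = 0.68, rho = 0.64) rose with it, each with permutation p 1e-05 for both measures (adjusted 6.25e-05 and 5e-05). So did the score of the 3 epidermal genes (r = 0.63, rho = 0.69, permutation p 2e-05 and 1e-05, adjusted 0.0001 and 5e-05). The epidermal genes lay near the floor, at a median of 0.345 TPM. Without the 2 strains farthest from the median, CC030 and CC071, r was 0.81, 0.72, 0.73, 0.55 and 0.59, and within strains it was 0.83, 0.84, 0.70, 0.63 and 0.43 (0.76, 0.77, 0.66, 0.69 and 0.32 without CC051).

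Macrophage, osteoclast and suture and tendon scores fell as the osteoblast score rose. For macrophage genes r was -0.45 and rho -0.32 (permutation p 0.00246 and 0.043, adjusted 0.0102 and 0.0977), for osteoclast genes -0.40 and -0.29 (0.00885 and 0.0654, adjusted 0.0277 and 0.127), and for suture and tendon genes -0.40 and -0.54 (0.00774 and 0.00025, adjusted 0.0276 and 0.00104). Without CC030 and CC071 r was -0.23, -0.20 and -0.39 (permutation p 0.16, 0.209 and 0.0134; none passed after adjustment), so the macrophage and osteoclast relations rest on those strains. Within strains r was -0.44, -0.27 and -0.47 (adjusted permutation p 0.0005, 0.152 and 0.00125), and without CC051 -0.58, -0.25 and -0.50 (0.0005, 0.201 and 0.00375). Founder-variant genes passed by rho alone (r = 0.25, rho = 0.38, adjusted p 0.155 and 0.0491). Antigen presentation genes did not pass over 42 strains (r = -0.34, adjusted p 0.0615) and passed within strains (r = -0.55, adjusted permutation p 0.00214; without CC051 -0.38, 0.00607) and in some alternatives, among them the 39 strains with 2 or more libraries (adjusted p 0.0322). The collagen matrix score had r of -0.13 and rho of -0.05 (permutation p 0.397 and 0.735). The remaining list scores had r between -0.36 (skeletal muscle, adjusted p 0.056) and 0.30 (erythroid, adjusted p 0.0946).

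**Figure D4:**
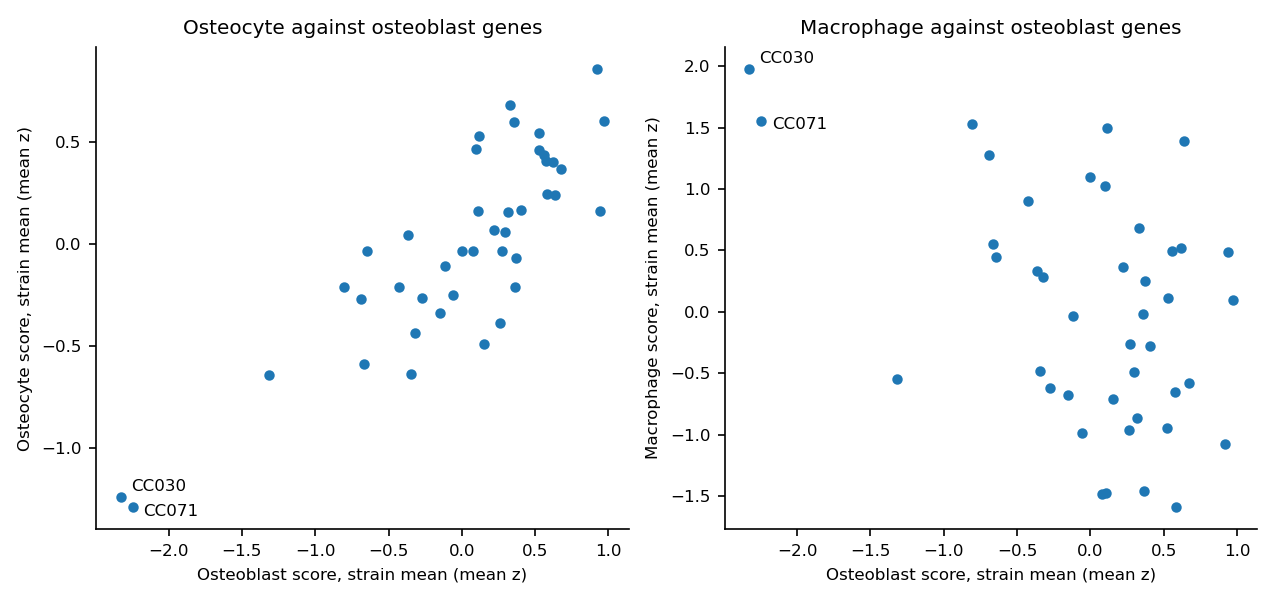
Osteocyte (left) and macrophage (right) list scores against the osteoblast score; each point is the mean of 1 of 42 strains, and both axes are mean z-scores without unit. Across strains r is 0.83 for osteocyte and -0.45 for macrophage genes, and 0.72 and -0.23 without CC030 and CC071.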

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

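The tests of neighbouring title numbers as the whole cause, of reads shared with copies, of exchange with unmatched transcripts, of both explanations for CC051, and of chance for the count of genes with a strain effect were chosen only after the result was seen.

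Libraries of a strain were more alike than libraries of different strains. Neighbouring title numbers were argued against as the whole cause, since the difference was -0.0233 (permutation p 1e-05, the smallest possible) between the lowest- and highest-numbered libraries of strains whose numbers lay 20 or more apart. Estimated depth was argued against too, since 12710 genes had a strain effect with it as a covariate, 12668 of them among the 12797 found without it. Libraries of different strains were closer too where their numbers lay within 5, but by less (-0.00313, permutation p 0.0375, against -0.0125 within strains). A shared litter or batch that title numbers stand for may raise the likeness in part: the median intraclass correlation with distant numbers was 0.507 times that with close numbers (95% bootstrap interval 0.324 to 0.657), which reaches to both sides of the limit of 0.5 set before the result was seen, so its part cannot be told apart from that of the strain, which stays open beside it.

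The genes with the strongest strain effect held many members of families with near-identical sequence. Of the 100 genes with the smallest p, 80 had a near-identical copy, 63 of them an expressed one, and summing a gene with its copies took the median range from log2 4.98 to 1.88. Exchange of reads with such copies cannot be told apart from changes of the genes themselves for the set as a whole: in 36 families whose copies vary less than 3 times as much as the gene, so that the variance of the sum can fall under 0.5 times the summed variances, it did so in 38.9% (exact 95% interval 23.1% to 56.5%, where exchange as the main source needs over 50%). Exchange with transcripts outside the annotation is a candidate explanation for part of the set. Among the 100 genes, 10 ran against an unmatched transcript with r under -0.9, against 1 of 500 genes drawn at random (Fisher's exact p 1.06e-07). The random genes were not matched on the share of variance between strains, which limits how negative r can be. The contrast with them therefore cannot decide the question. A strain variant that changes which copy a read matches, or the level itself, stays open and was not tested.

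CC051 replicate 2 stood near CC059 in its profile. Over 300 genes with a high strain share its correlation with CC051 replicate 1 was 0.472, against at least 0.684 for every other same-strain pair, and with the CC059 libraries 0.587 to 0.679. A CC059 library under the wrong label was argued against by genes with 2 separate levels, where 0% of the 3 that separate the strains (Rps25, 14.3 TPM against 874 to 958 in CC059, and Rps2 and Gm6139, which run against each other) lay on the level of CC059, with an exact 95% upper limit of 70.8%, and RNA or whole genomes of both strains in 1 library were argued against because no such gene lay more than 0.628% of the way from replicate 1 to CC059. Over all such genes replicate 2 shared a level with replicate 1 in 59 of 59 and with CC059 in 54 of 57, so few genes could separate them, and the 92.0% of 87 genes on the CC059 side decide nothing, since they were chosen against replicate 1, itself an unusual culture (osteoblast score -3.33). A difference in culture state between the CC051 libraries and a genome that is CC059 in part stay open, and no biological explanation was tested. A batch shared with CC059 stays open too and was not tested. The title number of CC051 replicate 2 lay less than 20 from those of CC059 replicates 2 and 3. CC059 replicate 1, with a number 20 or more away, still had a correlation of at least 0.587 with it. Libraries of other strains reached at most 0.235.

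Chance was excluded as the source of the counts. With the strain labels reassigned, 1 of 100 splits, the real one, reached 12797 genes with a strain effect, and the highest other gave 44. For calls of a strain against the rest 1 of 100 splits reached 90965, and the highest other gave 1298. For genes that vary with the osteoblast score 1 of 100 orders of the strains reached 4258, and the highest other gave 387.

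Some single libraries lay far from the rest of their strain in a list score. There were 14 such values among 156 groups of 4 libraries, where chance gives about 1 in 20, or 7.8, and none among the 18 groups of library depth, 7SL share and genes detected. In CC041 the osteoblast score of replicate 3 was -0.203 (others 0.794 to 0.913) and the collagen matrix score of replicate 1 was 0.00568 (0.154 to 0.175). In CC038 the study-named score of replicate 1 was -0.0826 (-0.841 to -0.720). In CC004 replicate 1 had an endothelial score of 0.706 (-0.0108 to 0.104) and an antigen presentation score of -0.253 (-0.0124 to -0.000436). In CC008 replicate 2 stood apart for neural (-0.187, others 0.393 to 0.497), interferon (-1.0, others -0.000336 to 0.122) and antigen presentation genes (-0.706, others 0.159 to 0.266). In CC015 replicate 1 had a hypoxia score of -2.57 (0.443 to 0.984), replicate 2 an epidermal score of -0.416 (-0.896 to -0.831), and replicate 4 an endothelial score of 0.525 (-0.206 to -0.0817). The low hypoxia score was not confined to CC015, since libraries of other strains whose title numbers come next were low too. CC008 replicates 1 and 2 were at -1.77 and -1.92, and CC030 replicate 1 at -2.39. CC043 replicates 1 and 2 were at -1.37 and -1.21, CC028 replicate 1 at -2.06 and CC023 replicate 1 at -1.62. The sex-linked score was low in replicate 4 of CC004 (-0.510, others 0.522 to 0.601), CC015 (-0.698, others 0.442 to 0.571) and CC041 (-0.673, others 0.543 to 0.602). This score took either a high or a low level in nearly all libraries, so a lone library on the other level is flagged by construction. The chance rate given above does not hold for the sex-linked groups.

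Outside the annotated genes, 11.1% of the 3320 transcripts with unmatched identifiers reached a mean of 1 TPM or more.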

How the results depend on the processing

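Alternatives on the scaling by deposited TPM and protein-coding total, the 7SL share, the deepest library and the strains CC030, CC051 (also within strains) and CC071, protein-coding genes only for the distance, and the pseudocount for the counts of strain effects and of strain differences, were chosen after seeing the data. Of 84 alternatives of the main results 71 kept the call or, for counts, stayed within 1.5 times, 13 did not, and none reversed. The distance difference kept its call but was -0.0129 without a filter and -0.0394 at a mean TPM of at least 1. The median share of variance between strains was 0.284 without a filter, where more genes with low values enter, 0.355 in strains with distant title numbers and 0.700 in those with close ones. With distant numbers 6461 genes and 11 lists passed. Calls of a strain against the rest were not repeated there. At least 2-fold, 15750 calls of a strain against the rest remained, and that count moved with the pseudocount (28547 at 0.1, 7421 at 2). For the osteoblast score 6795 genes passed over 95 libraries without strain, 409 with the collagen score, 2796 on deposited TPM and 1917 without CC030 and CC071, and 2729 (without CC030) to 4563 with each strain left out. The cause was not tested. Of 25 named genes called with the osteoblast score, 21 had the opposite sign with the collagen score, none past the threshold by limma (r -0.21 to 0.32, lowest adjusted p 0.21). With an estimated correlation 2 camera calls of a list in a strain remained. List correlations fell to 5 without the 2 farthest strains and to 5 without CC030 and CC071, which are the same strains. With each library left out, 12489 to 13208 genes, a share of 0.463 to 0.503, 86856 to 101012 calls, 21 to 23 lists and a distance difference of -0.0258 to -0.0244 were found, and with each strain left out 6 to 11 list correlations. Deposited TPM moved the median of all genes by up to log2 0.206 (CC037, over 0.1 in 12 strains) and the protein-coding total by up to 0.112 (CC030). Among named genes, 13 of 512 strain effects, 7 of 417 strain differences and 1 of 405 osteoblast relations were lost in an alternative, such as Mx1 with 3 or more libraries per strain (adjusted p 0.395). Of 1325 alternatives of list correlations 26 newly passed, 13 were lost and 21 moved. A likelihood ratio test and limma-voom were not run, as they need counts. No paired analysis was possible because replicate numbers only follow the order of the samples. TPM keeps no depth, so changes in genes near the floor could not be bounded by counts.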

Other observations

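The principal components, the values without some strains and the slopes on the macrophage score were chosen only after the result was seen, and the list tests were planned.

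The largest axis of difference between libraries followed macrophage genes. The first principal component held 16.1% of the variance, had an intraclass correlation of 0.777 and correlated over libraries with the macrophage score (r = 0.89) and the osteoclast score (r = 0.77). The next held 6.24% and followed the study-named genes (r = 0.68) and osteocyte genes (r = 0.61). The third held 5.29%, followed proliferation genes (r = -0.82), and had an intraclass correlation of 0.331. The fifth followed hypoxia genes (r = -0.63), and the sixth had r = 0.42 with the title number. The components were computed from the same libraries as the scores.

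Other strains also showed group changes by camera with a preset correlation. CC015 was higher in 7 of 9 smooth muscle and pericyte genes (adjusted p 1.68e-07; adjusted p 0.133 with an estimated correlation) and in 11 of 15 proliferation genes (0.000631; adjusted p 0.936), with proliferation scores of 0.43, 2.27, 1.96 and -0.10 in its libraries. CC015 replicates 2 and 3, the high ones, had neighbouring title numbers. The libraries of other strains whose title numbers come next were high too. They were CC028 replicate 2 (2.73), CC016 replicate 1 (1.73), CC023 replicate 2 (2.97) and CC038 replicate 1 (2.69). The proliferation change of CC015 therefore cannot be told apart from one shared by libraries with neighbouring title numbers. CC044 was lower in 6 smooth muscle genes (7.6e-07; adjusted p 0.142). CC074 was higher in 8 of 12 ER secretory genes (6.76e-06; adjusted p 0.64), and Pdia4, a protein disulfide isomerase, stood at 232.9 ± 17.8 there and 76.4 ± 9.39 in CC030 (n = 2 each). CC038 was higher in 10 of 11 adipocyte genes (7.38e-05; adjusted p 0.828), although Fabp4, a fatty acid carrier, varied among its libraries (60.5 ± 65.9, n = 4). CC005 was lower in 6 of 13 antigen presentation genes (1.67e-05; adjusted p 0.688).

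The CC051 libraries differed in culture markers. In replicates 1 and 2 respectively, Ccl2, a chemokine, stood at 503.8 and 2.16 TPM, Inhba, an activin subunit, at 200.9 and 13.7, the metallothionein Mt1 at 538 and 69.6, Smpd3, a sphingomyelinase of mineralizing cells, at 0.131 and 33.3, and Sost was listed at 0 and at 38.2. These genes were chosen after their values were seen.

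The relation of macrophage to osteoblast scores was r = -0.45 over 42 strains and -0.16 over the 38 strains left without the 4 highest macrophage scores (permutation p 0.351). Within strains it was -0.44, -0.43 without CC030 and -0.58 without CC051. Per SD of the macrophage score over strains, the median slope over member genes was -0.31 log2 (95% bootstrap interval over genes -0.35 to -0.16) for the osteoblast list and 0.04 (-0.04 to 0.05) for the collagen matrix list, and on deposited TPM -0.27 and 0.08.

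The labels give no sex. Xist reached 1 TPM in 45 libraries, Ddx3y and Eif2s3y in 52 each, and Kdm5d and Uty in 51 each, and 2 libraries held both Xist and Ddx3y at that level. No library was grouped by these values. In CC007, CC019, CC042 and CC057, which have close title numbers, the libraries lay on opposite levels of the sex-linked score (0.595 and -0.707 in CC019). That argues against a single animal as the source of both libraries in these strains. Other strains had both libraries on the same level, such as CC065 (-0.686 and -0.678), which leaves the question open for them.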
